A study of Homo sapiens and synthetic construct with 67 samples.

How the data were processed

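Guide abundance was measured by sequencing guide cassettes from genomic DNA of CD4+CD25- human T cells, and from the plasmid library, in 67 samples. The 2 tables used here hold counts per guide as the authors deposited them, whole numbers without normalization. Per the submitters' processing notes MAGeCK 0.5.8 was used; its settings, the trimming of reads and any mismatch allowance are not given in the sources used here. A read count of a guide is the number of sequenced copies of its cassette after PCR, and no molecular identifiers are described, so reads are not independent cells. The table of the screens has 55 libraries (48 bin libraries, 6 GFP libraries and 1 plasmid library). The table of the dilution series has 8 columns; at 1000x the labels list 3 samples per side, named for sequencing runs, while the table has 1 column per side, which was used as the authors' pooled value. No guide sequences, genome or coordinates were used here, so genes are given by the symbols of the tables. Of 1349 symbols 1340 matched a current symbol of a RefSeq gene table and 9 an older one.

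Samples were grouped by coverage, MOI and bin, and by D number, as in the titles. Depth was 14 to 31.2 M reads per bin library, 11.6 to 21.4 M per GFP library and 2.39 to 14.6 M in the dilution series. Duplicate deposits were looked for by a chi-square test of each pair of screen libraries; the lowest value was 16.1 per guide, so no pair was as alike as repeat counts of 1 library.

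Counts were summed over the guides of each gene. Library sizes were scaled by TMM over genes, genes were kept by filterByExpr (all 1349 remained), and the change between bins was tested with edgeR 4.0.16 (glmQLFit with robust estimation, glmQLFTest, R 4.3.3) with all 12 bin libraries of a screen in the fit and the contrast Q4 minus Q1. Differences between screens were tested as differences of that contrast with 24 libraries in the fit. P-values were adjusted by Benjamini-Hochberg and 0.05 was the threshold. The D number was not a factor in these fits. The intervals of differences use the t distribution with 16 degrees of freedom, so an interval can reach 0 where the unadjusted p is under 0.05. CPM values are counts over the library total, and log2 ratios outside edgeR used a pseudocount of 1 CPM. Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated correlation, and with the mixed fry test. The 18 lists, of which 14 had 3 or more measured members, the tests, the rule for naming genes and the alternatives were fixed before the data were examined, except where stated. The lists tested were the IL-2 receptor and JAK-STAT, Mediator, SAGA and TFIID, NF-kB, AP-1, BATF and IRF, NFAT, RUNX and ETS, T cell lineage factors, the Ikaros family, FOXO, FOXP, FOXK and KLF, NuRD and MBD, growth and essential transcription, growth restraint and factors of other lineages.

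Genes were named by rule: IL2RA always; in the high-coverage low-MOI screen the 8 highest and 8 lowest changes past the threshold with 3 or more guides, at least 3 in 4 of the sign of the gene; in each other screen the 3 highest and 3 lowest not yet named; in each list up to 4 members of smallest p in the first screen; for differences up to 5 each way past the threshold; and over the plasmid the 5 highest and 5 lowest. The rule named 72 genes for the screens; a few of the genes it picked are not reported here. A few other members are named beside counts of their list.

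Noise was described as the SD over non-targeting guides of the log2 ratio per D number. Single values of 3 against 3 were compared by exact two-sided permutation tests, whose smallest p is 0.10. Effects averaged over genes used genes and signs from screens other than those compared. In the dilution series the 1000x columns were thinned to the read totals of each lower coverage, or resampled to as many cells per guide as the coverage label states, 100 times each. List medians over the plasmid were placed among 10000 random lists of genes of the same size. The pairing of libraries was checked from the correlation over 5998 guides of their deviations from the group mean. High- and low-coverage libraries of the same MOI, bin and D number correlated at 0.424 to 0.708 (24 of 24 pairs, median 0.543), and those of other D numbers at -0.392 to -0.181; this pairing comes from the data and shared numbers, not from a statement in the labels.

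The same steps were tested on simulated counts with the means, library sizes and spread of the real libraries and 200 changed genes. In the high-coverage low-MOI screen 37.3% of genes changed 1.2-fold, 98.5% of those changed 1.5-fold and 100% of those changed 2-fold were recovered, with 9 unchanged genes among 166 called of 1349. In the low-coverage low-MOI screen the shares were 7.5%, 88.1% and 100%, with 13 unchanged genes among 143 called. These shares need not hold for genes of larger spread. In the real low-coverage low-MOI screen IL2RB and IRF4 changed 1.94- and 1.89-fold (SE 0.33 and 0.29, against a median SE of 0.14) without passing. Their adjusted p was 0.105 and 0.0625 (edgeR quasi-likelihood with Benjamini-Hochberg adjustment). As a check on real libraries, non-targeting guides were joined into 148 sets of 4. Alongside the genes, 0, 3, 0 and 3 sets passed in the 4 screens. An unadjusted p under 0.05 was found for 11, 17, 13 and 18 sets (7.43%, 11.49%, 8.78% and 12.16%), more than this threshold allows by chance. P-values of the screens may therefore be too small.

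The alternatives were the D number as a block, DESeq2 1.42.0, no filter on low counts, TMM on non-targeting guides, a linear trend over the bins, only Q1 and Q4 libraries, the fry test over the guides of each gene, another pseudocount, the median of guides, a robust spread, and leaving out each D number in turn. Values outside R were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.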

Results

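Reads of guide RNAs were counted in libraries made from the genomic DNA of human T cells that had been sorted by their surface level of CD25. CD25 is the alpha chain of the interleukin-2 (IL-2) receptor and is encoded by IL2RA. The cells started as CD4+CD25- T cells, received a lentiviral library of 6000 guides and then Cas9 protein by electroporation, were grown with 50 U/mL IL-2, and were sorted 6 days after electroporation. In such a pooled screen a guide that lowers CD25 accumulates among cells with little CD25, and a guide that raises it accumulates among cells with much CD25. The library held 4 guides for each of 1348 genes, 2 guides for 1 gene, 593 non-targeting guides and 13 guides against EGFP. Most of the targets are transcription factors and chromatin regulators.

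A total of 4 screens combined high or low coverage with a high or low multiplicity of infection (MOI, the number of viral particles offered per cell). Each screen was sorted into 4 bins, Q1 to Q4, with 3 libraries per bin numbered D1 to D3. The labels do not say what D stands for, so the p-values below measure only the spread between these libraries, which may be technical. Total reads of the 48 bin libraries ran from 14 to 31.2 M (M for mega), with a median of 2212 to 4970 reads per guide, and at most 3 guides had 0 reads in any of them. A further 6 libraries labelled GFP came from the high-coverage screens, 3 at each MOI, and 1 library from the plasmid pool was sequenced to 108 M reads. A separate dilution series compared CD25 High with CD25 Low cells at coverages of 1000x, 200x, 100x and 50x. It had 1 deposited column per side and coverage, with 12 and 14.6 M reads at 1000x and 2.39 to 2.88 M reads in the other 6 libraries.

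Guides against IL2RA itself were examined first, because the labels do not state which end of the Q1 to Q4 order held the cells with little CD25. In the high-coverage low-MOI screen the 4 IL2RA guides together took 702 ± 45.9 counts scaled to the library total (CPM; mean ± SD, n = 3) in Q1 and 75.2 ± 23.2 CPM in Q4. They fell by 3.22 on the log2 scale from Q1 to Q4 (SE 0.22, adjusted p = 1.79e-10, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The change was -3.21, -3.12 and -3.09 in the high-coverage high-MOI, low-coverage low-MOI and low-coverage high-MOI screens. In all 4 screens IL2RA guides were lower in Q4 than in Q1 of the same D number for each guide, in 12 of 12 pairs of libraries. Q1 therefore held the cells richest in IL2RA guides, and all changes below are given as Q4 over Q1.

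**Figure D1:**
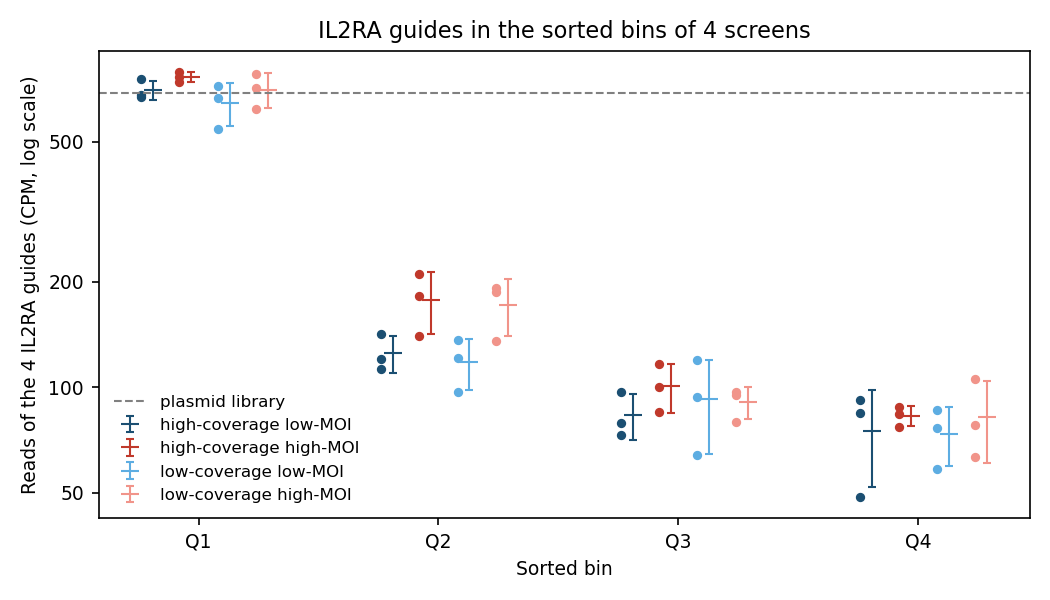
Reads of the 4 IL2RA guides (CPM, log scale) in bins Q1 to Q4 of the 4 screens, with each library as a point (n = 3 per bin) and the mean with SD as a bar beside the points. The dashed line is the plasmid library at 689 CPM; Q1 means lie between 644 and 766 CPM, and Q4 means between 73.8 and 83.0 CPM.

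IL2RA did not step down evenly. In the high-coverage low-MOI screen its guides stood at 702 CPM in Q1, 125 ± 15.1 CPM in Q2, 83.2 ± 12.5 CPM in Q3 and 75.2 CPM in Q4, against 689 CPM in the plasmid library and 221 ± 19.7 CPM in the GFP libraries of the same screen (n = 3 each). Among all 77 genes that passed the test in that screen, 84.4% changed monotonically over the 4 bins, against 23.0% of the genes that did not pass. Their median steps were 31.2% of the whole change from Q1 to Q2, 33.4% from Q2 to Q3 and 33.9% from Q3 to Q4.

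The first comparison asked which target genes shift cells between the ends of the CD25 distribution when they are cut, beginning with the high-coverage low-MOI screen. Guides against MED12, a subunit of the kinase module of the Mediator complex, had the highest change and rose by 3.09 (log2, SE 0.12), which is 8.50-fold. Guides against MYB, a transcription factor of haematopoietic progenitors and lymphocytes, rose by 2.50 (SE 0.29). Guides against CBFB, the partner subunit of the RUNX factors, rose by 2.44 (SE 0.10), and those against KLF2, a factor of T cell quiescence and trafficking, rose by 1.94 (SE 0.12). On the other side, guides against STAT5B, which carries IL-2 receptor signals to the nucleus, fell by 2.85 (SE 0.15), and those against JAK3, the kinase bound to the common gamma chain, fell by 2.33 (SE 0.33).

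The remaining genes with the largest changes in this screen followed with smaller values. HIVEP2, a zinc finger factor that binds kappa B-like enhancers, rose by 1.81 (SE 0.09). FOXK1, a forkhead repressor, rose by 1.37 (SE 0.09), ZNF217, a zinc finger protein found with corepressors, by 1.26 (SE 0.10), and IRF1, an interferon-induced factor, by 1.06 (SE 0.12). STAT5A, the paralog of STAT5B, fell by 1.45 (SE 0.11). ETS1, a factor of T cell development and survival, fell by 1.23 (SE 0.18), and VPS52, a subunit of a vesicle tethering complex, fell by 1.09 (SE 0.20). GATA3, the factor of type 2 helper T cells, fell by 1.03 (SE 0.11) and FOXP1, a forkhead factor of naive T cells, by 0.89 (SE 0.08). Adjusted p-values of these 16 genes, IL2RA included, ran from 1.24e-14 for MED12 to 0.0008 for VPS52 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). All 16 also passed the test in the other 3 screens, with the same sign.

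**Figure D2:**
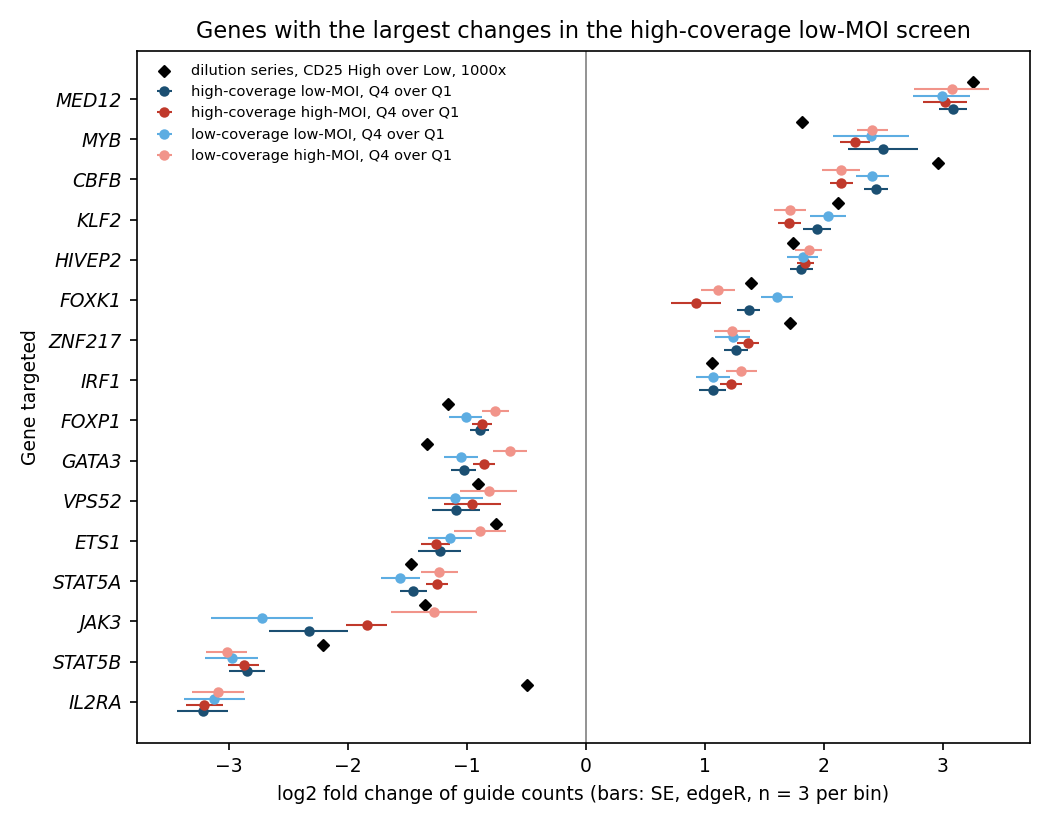
Log2 fold change (x axis) of the 8 genes with the highest and the 8 with the lowest change in the high-coverage low-MOI screen, in each of the 4 screens (points with SE bars, n = 3 libraries per bin) and in the 1000x dilution libraries (black diamonds, 1 library per side). MED12 lies between 2.99 and 3.09 in the 4 screens, and IL2RA lies at -0.49 in the dilution series against -3.22 to -3.09 in the screens.

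Over the whole library, 77 of 1349 genes passed in this screen, 38 with guides higher in Q4 and 39 with guides lower in Q4. Normalising on the non-targeting guides instead of on all genes gave 91 genes, 60 higher and 31 lower, because guides against genes lay 0.05 ± 0.04 (log2, SD, n = 3) above the non-targeting guides in Q4 over Q1. Without the D2 libraries 48 genes passed. The call for VPS52 did not hold when its guides were tested one by one and combined with the fry test (adjusted p = 0.0575 with Benjamini-Hochberg adjustment, the highest of 10 alternatives, which began at 9.2e-08).

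Gene lists chosen beforehand from pathway knowledge were tested next against all other genes with camera, which compares the members' changes with those of the remaining genes. Guides against the IL-2 receptor and JAK-STAT list fell as a group in the high-coverage low-MOI screen. Of its 11 measured members 4 fell and 7 did not pass, and 6 passed when adjusted over the list alone. The members that fell were STAT5B, JAK3, STAT5A and STAT3, a mediator of IL-6 family signals, which fell by 0.38 (SE 0.11). The camera adjusted p was 6.60e-08 in this screen. In the high-coverage high-MOI screen 5 members fell, 1 rose and 5 did not pass, with 7 passing when adjusted over the list alone (camera adjusted p = 2.27e-08). There IL2RB, the beta chain of the IL-2 receptor, fell by 0.74 (SE 0.19). In the low-coverage low-MOI screen 4 fell and 5 passed adjusted over the list alone (adjusted p = 9.91e-09). In the low-coverage high-MOI screen 3 fell and 5 passed adjusted over the list alone (adjusted p = 5.12e-04, or adjusted p = 0.0643 with an estimated correlation), and there the list's mean was -0.48 while its median was 0.00. The mean lay below the median in the earlier screens too. In the order given, the means were -0.661, -0.584 and -0.771 and the medians -0.092, -0.088 and -0.115, so a few members carried the fall. IL2, the cytokine gene itself, stood at 0.15 (SE 0.11) in the high-coverage low-MOI screen and did not pass, and SOCS3, an inhibitor of JAK-STAT signalling, stood at 0.03 (SE 0.21) and did not pass.

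Guides against the Mediator complex, the bridge between enhancer-bound factors and RNA polymerase II, rose as a group in all 4 screens. Of the 4 measured members 3 rose in the high-coverage low-MOI screen, 4 in the high-coverage high-MOI screen, 1 in the low-coverage low-MOI screen and 4 in the low-coverage high-MOI screen, with 4, 4, 3 and 4 adjusted over the list alone. MED30 rose by 0.50 (SE 0.12) and MED11 by 0.45 (SE 0.13) in the high-coverage low-MOI screen, where MED14 stood at 0.56 (SE 0.17, adjusted p = 0.0583 with edgeR quasi-likelihood and Benjamini-Hochberg adjustment). The camera adjusted p-values were 2.61e-13, 9.69e-14, 9.91e-09 and 5.00e-14 in that order, and 0.0041, 0.0015, 0.0114 and 5.69e-04 with an estimated correlation. The shift of MED12 was about 3 log2 units in each screen while the other 3 members lay below 1, so the list's mean of 1.15 in the first screen exceeded its median of 0.53.

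Members of the SAGA and TFIID complexes, coactivators that modify chromatin and load TBP, also rose as a group in all 4 screens. Of the 4 measured members 2 rose in the high-coverage low-MOI screen, 3 in the high-coverage high-MOI screen, 2 in the low-coverage low-MOI screen and 1 in the low-coverage high-MOI screen, with 4, 3, 2 and 3 adjusted over the list alone. ATXN7L3, of the SAGA deubiquitinating module, rose by 0.80 (SE 0.08) and TAF5L, a SAGA subunit, by 0.58 (SE 0.09) in the high-coverage low-MOI screen. USP22, the SAGA deubiquitinase, stood at 0.31 (SE 0.10), and TBP, the TATA-binding protein, at 0.41 (SE 0.16), and neither passed there. The camera adjusted p-values were 2.00e-05, 0.0029, 0.0033 and 0.0091. The first held with an estimated correlation, with adjusted p = 0.0382, and the other 3 did not, with adjusted p = 0.0647, 0.1221 and 0.1255. With the D number as a block and an estimated correlation the first did not hold either (camera adjusted p = 0.0713).

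The list of FOXO, FOXP, FOXK and KLF factors rose as a group in the low-MOI screens, with camera adjusted p = 0.0081 at high coverage and 0.0015 at low coverage (0.0382 and 0.0212 as adjusted p with an estimated correlation), and did not pass at high MOI (0.3387 and 0.1536). With the D number as a block neither low-MOI call held with an estimated correlation (camera adjusted p = 0.0713 at high and 0.0677 at low coverage). Whether the lists differed between screens was not tested. Of its 18 members 4 rose and 1 fell in the high-coverage low-MOI screen, with 6 adjusted over the list alone. KLF2 and FOXK1 rose in all 4 screens and FOXP1 fell in all 4. FOXO1, a factor of naive T cell homing and quiescence, rose by 0.78 (SE 0.10) in that screen. KLF13, a zinc finger factor of activated T cells, rose by 0.44 (SE 0.13). In the other 3 screens 3, 3 and 2 members rose and 1 fell in each, with 6, 5 and 8 adjusted over the list alone.

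Among 21 factors of T cell lineages, 7 rose and 2 fell in the high-coverage low-MOI screen, with 9 adjusted over the list alone. MYB rose most. PRDM1, the factor of terminal effector differentiation, rose by 1.05 (SE 0.15), LEF1, a factor of naive T cells, by 0.87 (SE 0.13), and BCL11B, a guardian of T cell identity, by 0.74 (SE 0.09), while GATA3 fell. The list did not pass camera there (adjusted p = 0.0814; the mean was 0.21 and the median -0.06). It rose in the other 3 screens at adjusted p = 0.0037, 0.0499 and 0.0091, none of which held with an estimated correlation (adjusted p = 0.0891, 0.1221 and 0.1255). In those screens 5, 6 and 5 members rose and 3, 2 and 2 fell, with 10, 8 and 10 adjusted over the list alone.

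In the list of RUNX and ETS factors, 4 of 20 members rose and 2 fell in the high-coverage low-MOI screen, with 7 adjusted over the list alone. CBFB rose, and ETS1 fell, in all 4 screens. RUNX2 rose by 0.42 (SE 0.10) and RUNX3 by 0.45 (SE 0.12), both DNA-binding partners of CBFB, while FLI1, an ETS factor of blood lineages, fell by 0.39 (SE 0.09). In the other 3 screens 3, 1 and 1 members rose and 1 fell in each, with 4, 3 and 2 adjusted over the list alone. The list passed camera in the low-coverage low-MOI screen (adjusted p = 0.032, and adjusted p = 0.1221 with an estimated correlation) and not in the other 3 (0.0814, 0.244 and 0.497).

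Members of the NF-kB list moved in opposite directions and the list passed camera in no screen (adjusted p = 0.6219, 0.5314, 0.9438 and 0.3778). In the high-coverage low-MOI screen TNFAIP3, an inhibitor of NF-kB signalling, rose by 1.01 (SE 0.11) and NFKB2, the precursor of p52, rose by 0.58 (SE 0.11). RELA, the p65 subunit, fell by 0.74 (SE 0.11) and REL, the c-Rel subunit, fell by 0.36 (SE 0.08). Of the 6 members 2 rose and 2 fell in each of the first 3 screens, and 2 rose and 1 fell in the low-coverage high-MOI screen, with 4, 4, 5 and 4 adjusted over the list alone.

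The list of AP-1, BATF and IRF factors likewise held members of both signs. Of 27 members 2 rose and 3 fell in the high-coverage low-MOI screen. IRF1 rose, as did IRF2, another interferon regulatory factor, by 1.02 (SE 0.13). IRF4, a factor of T cell activation, fell by 0.83 (SE 0.21), BATF, its AP-1 partner, by 0.49 (SE 0.13), and BACH2, a repressor of effector genes, by 0.44 (SE 0.09). In the other 3 screens 3, 2 and 2 rose and 2, 3 and 0 fell, with 6 adjusted over the list alone in each of the 4 screens, and camera gave adjusted p = 0.6219, 0.5456, 0.393 and 0.6083. The genes that did not fall by the test in the low-coverage high-MOI screen included IRF4, at -0.52 (SE 0.23).

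In the Ikaros family, IKZF1, a lymphoid zinc finger factor, fell by 0.70 (SE 0.10) and IKZF3, its paralog Aiolos, fell by 0.47 (SE 0.11) in the high-coverage low-MOI screen, and both fell in all 4 screens. IKZF4 rose by 0.52 (SE 0.16) in the low-coverage low-MOI screen and stood at 0.33 (SE 0.12) at high coverage and low MOI, where it did not pass over all genes. It passed in none of edgeR's tests of differences between screens. IKZF5 passed in no screen. Of the 5 members 5, 2, 4 and 2 passed adjusted over the list alone. The list fell by camera in both high-MOI screens (adjusted p = 0.0122 and 0.0438, and adjusted p = 0.0647 and 0.1255 with an estimated correlation) and not in the low-MOI screens (0.6219 and 0.4518), where its mean was -0.07 and -0.11 and its median 0.20 and 0.19.

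In the NuRD and MBD list ZNF217 rose and MBD2, which binds methylated DNA, fell by 0.50 (SE 0.09). The same 1 member rose and the same 1 fell in every screen, with 2 of 3 adjusted over the list alone, and camera passed only in the high-coverage high-MOI screen (adjusted p = 0.0122, and adjusted p = 0.0647 with an estimated correlation; 0.2187, 0.4151 and 0.3946 elsewhere). Lists with fewer than 3 measured members were not tested as lists. KMT2A, the MLL1 histone methyltransferase, fell by 0.54 (SE 0.10) and passed in all 4 screens, and CXXC1, another COMPASS subunit, passed in none. SMARCB1, a core subunit of the SWI/SNF remodeller, rose by 0.72 (SE 0.13) and passed in 3 screens, and ARID5B passed in 1. DNMT1, the maintenance DNA methyltransferase, and TET1, a methylcytosine dioxygenase, passed in none.

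Growth genes did not move as lists. Of 17 genes for growth and basal transcription 3 rose in the high-coverage low-MOI screen, namely CTCF, the insulator protein, by 0.56 (SE 0.10), TFDP1, the partner of E2F factors, by 0.61 (SE 0.18), and SP1, a general activator, by 0.38 (SE 0.09). None fell in any screen, 3, 2 and 2 rose in the others, and 5, 6, 3 and 2 passed adjusted over the list alone (camera adjusted p = 0.3436, 0.1205, 0.4916 and 0.2905). GTF2B, a general transcription factor, stood at -0.45 (SE 0.14) and did not pass. In the list of 9 genes that restrain growth, MNT, a repressor of MYC targets, stood at -0.16 (SE 0.08), E2F7, a repressive E2F, at 0.19 (SE 0.10) and TP63, a factor of epithelia, at 0.16 (SE 0.11) at high coverage and low MOI, and none of these 3 passed in any screen. The list passed camera in no screen (adjusted p = 0.6219, 0.5314, 0.9438 and 0.4772), with 1, 2, 0 and 0 members adjusted over the list alone.

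The NFAT list, which holds the calcium-regulated NFATC factors of T cell activation and NFAT5, a factor of the response to hypertonic stress, had no member that passed in any screen. NFATC4 stood at -0.17 (SE 0.09), NFAT5 at -0.16 (SE 0.10), NFATC3 at -0.07 (SE 0.10) and NFATC2 at 0.06 (SE 0.09) in the high-coverage low-MOI screen. Adjusted over the list alone 0, 1, 0 and 0 passed, and camera gave adjusted p = 0.6219, 0.5314, 0.9438 and 0.497. Among 61 factors of other lineages, a comparison list, 1, 0, 1 and 1 passed in the 4 screens and 0 passed adjusted over the list alone in each. They were POU4F3, a factor of hair cells, at -0.30 (SE 0.08), POU3F4, a neural factor, at 0.49 (SE 0.14) and PAX8, a thyroid factor named after its value was seen, at 0.42 (SE 0.12). HAND1, a heart factor, stood at -0.23 (SE 0.08) and LHX3, a pituitary factor, at 0.25 (SE 0.09) at high coverage and low MOI, and neither passed. This list passed camera in no screen (adjusted p = 0.6219, 0.8592, 0.9438 and 0.8876).

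Over the 14 lists and 4 screens camera made 21 calls of 56, of which 10 held with an estimated correlation. The fry mixed test, which asks whether members change in either direction and does not compare them with other genes, passed for 44 of the 56.

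In the high-coverage high-MOI screen 91 of 1349 genes passed, 43 with guides higher in Q4 and 48 lower. The largest changes were again those of IL2RA, MED12 and STAT5B, at -3.21 (SE 0.15), 3.02 (SE 0.18) and -2.88 (SE 0.13). Outside the 16 leading genes of the first screen, TNFAIP3 rose by 1.15 (SE 0.10), IRF2 by 1.01 (SE 0.09) and LEF1 by 0.85 (SE 0.08). IKZF1 fell by 0.97 (SE 0.10), IRF4 by 0.85 (SE 0.15) and IL2RB by 0.74 (SE 0.19), with adjusted p from 5.34e-08 for TNFAIP3 to 0.0186 for IL2RB (edgeR quasi-likelihood with Benjamini-Hochberg adjustment). Normalised on the non-targeting guides, 96 genes passed, 67 higher and 29 lower. Without the D1 libraries FOXK1 and VPS52, at 0.82 and -1.02, no longer passed (adjusted p = 0.2386 and 0.2138, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), the highest of 10 alternatives each, which began at 1.27e-07 and 4.8e-09. The fry test over its guides also did not call VPS52 in this screen (adjusted p = 0.1179 with Benjamini-Hochberg adjustment).

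In the low-coverage low-MOI screen 64 genes passed, 30 higher and 34 lower. Beyond the leading genes, HNRNPK, an RNA-binding protein needed for growth, rose by 0.94 (SE 0.21), BCL11B by 0.87 (SE 0.14) and PRDM1 by 0.79 (SE 0.17). BATF fell by 0.81 (SE 0.18), RBPJ, the DNA-binding effector of Notch signalling, by 0.78 (SE 0.14) and IKZF3 by 0.62 (SE 0.13). Normalised on the non-targeting guides, 57 genes passed, 35 higher and 22 lower. Without D2 the count was 39 and without D3 it was 29, and the guide-by-guide fry test passed 36 genes, and it did not call VPS52 or ETS1. VPS52 was also lost without D2 and without D3, at -0.91 and -0.98 (adjusted p = 0.1118 and 0.0732, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). Over 10 alternatives the adjusted p of VPS52 ran from 2.16e-05 to 0.1118 and that of ETS1 from 7.17e-09 to 0.0526.

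In the low-coverage high-MOI screen 63 genes passed, 35 higher and 28 lower. MED14 rose by 0.93 (SE 0.16), MYC, a transcription factor of proliferating cells, by 0.81 (SE 0.23) and MED30 by 0.73 (SE 0.15). RELA fell by 0.88 (SE 0.13), RXRB, a retinoid X receptor, by 0.68 (SE 0.12) and ABCF1, a translation-associated ATPase, by 0.66 (SE 0.16). ABCF1 stood at -0.02 (SE 0.14) in the high-coverage low-MOI screen and at -0.41 (SE 0.15) in the high-coverage high-MOI screen, and did not pass there. Normalised on the non-targeting guides, 74 genes passed, 53 higher and 21 lower, and ETS1 and VPS52 did not. Without D2 the count was 35. Without D1 the calls for MED12, GATA3, ETS1 and VPS52 were lost, with values of 3.01, -0.43, -1.06 and -0.95 against 3.07, -0.64, -0.89 and -0.82 with all libraries. Those for JAK3 and VPS52 were lost whichever of D1 to D3 was left out, at -1.01, -1.32 and -1.56 for JAK3 and -0.95, -0.64 and -0.83 for VPS52. Over 10 alternatives adjusted p ran up to 0.0583 for MED12, 0.2401 for GATA3, 0.1 for ETS1, 0.2692 for JAK3 and 0.2918 for VPS52, from 3.44e-24, 0.000381, 0.000123, 0.0035 and 0.000146 (edgeR quasi-likelihood, DESeq2 or fry with Benjamini-Hochberg adjustment).

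Of 128 genes that passed in at least 1 screen, 38 passed in all 4, all with the same direction, 18 higher in Q4 and 20 lower. They include MED12, MYB, CBFB, KLF2, IL2RA, JAK3, STAT5A and STAT5B. The high-coverage screens at low and high MOI shared 59 genes, where independent lists would share 5.19, and each had the same direction in both.

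The next comparison asked whether MOI altered the changes of single genes. At high coverage IL2RA differed between high and low MOI by 0.02 (log2, 95% interval -0.51 to 0.55), MED12 by -0.06 (-0.53 to 0.41) and STAT5B by -0.02 (-0.42 to 0.38). FOXK1 had 1.37 at low and 0.93 at high MOI, a difference of -0.44 (-0.88 to 0.01). CBFB had 2.44 and 2.15, a difference of -0.28 (-0.57 to 0.00). Both intervals reached 0, whereas edgeR's quasi-likelihood test gave an unadjusted p of 0.0474 for FOXK1 and 0.043 for CBFB. At low coverage JAK3 had -2.72 at low and -1.28 at high MOI, a difference of 1.44 (0.27 to 2.61), and FOXK1 had 1.61 and 1.11, a difference of -0.50 (-0.92 to -0.08). None of these passed after adjustment, with adjusted p of 0.8536 and 0.6076 for FOXK1 and 0.582 for JAK3 at low coverage (edgeR quasi-likelihood test of the difference itself, Benjamini-Hochberg adjustment).

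By edgeR, 0 of 1349 genes differed by MOI at high coverage, with 75 at an unadjusted p under 0.05 where 67.4 would fall there by chance, and DESeq2 also gave 0. At low coverage edgeR gave 0, with 79 at an unadjusted p under 0.05 and a smallest adjusted p of 0.1737, and DESeq2 gave 3, named after their values were seen: NFE2L1, a stress-responsive factor, MAFK, its small Maf partner, and T, the mesoderm factor brachyury. With the D number as a block edgeR gave 0 genes at high and 5 at low coverage, with 172 and 126 at an unadjusted p under 0.05. Of 148 sets of non-targeting guides, 19 and 16 also had an unadjusted p under 0.05 with the block, and 1 set passed at low coverage. The blocked counts are therefore not by themselves evidence of an effect of MOI. Without the block the median 95% interval reached 0.28 to either side at high coverage and 0.39 at low coverage, before adjustment. Data were also simulated at the same depth and spread with 200 differing genes. At high coverage 19.4% of genes differing 1.2-fold and 88.1% of those differing 1.5-fold were recovered, and 3% and 59.7% at low coverage. These shares need not hold where few genes differ or for genes of larger spread. JAK3 at low coverage differed by 1.44 (SE 0.55, against a median SE of 0.19) without passing.

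**Figure D3:**
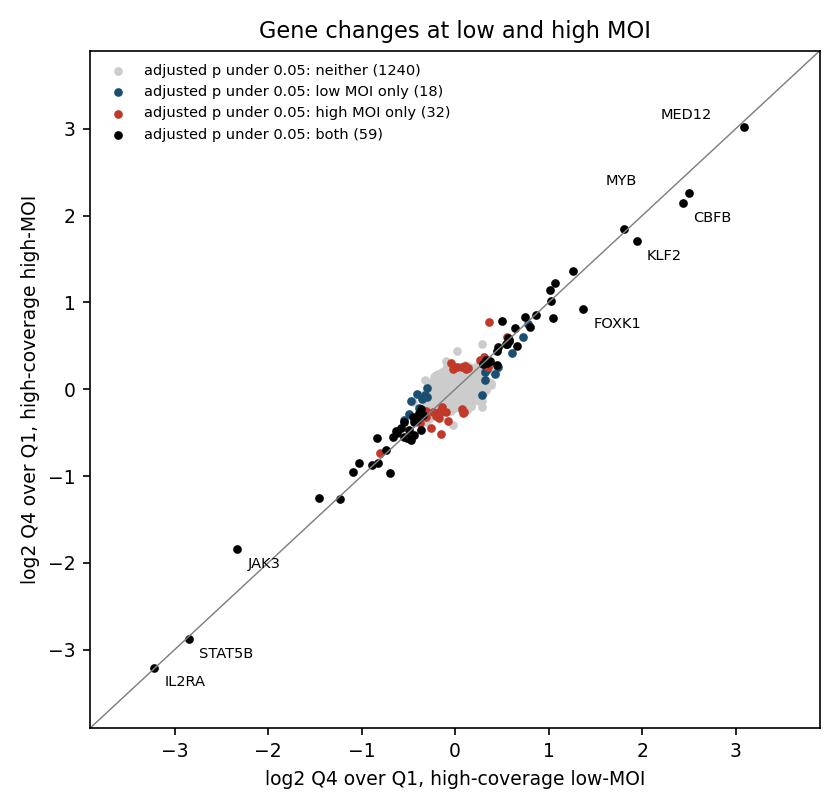
Log2 change Q4 over Q1 of each of 1349 genes in the high-coverage low-MOI screen (x axis) against the high-coverage high-MOI screen (y axis), coloured by the screens in which edgeR's adjusted p was under 0.05, with the line of equal change. Genes that passed in both, 59 in all, lie along the line; FOXK1 and JAK3 lie off it by -0.44 and 0.49.

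Averaged over many genes, the measured effect was slightly smaller at high MOI, but the test below could not have passed the threshold. For 100 genes chosen, with their signs, in the low-coverage screens, the mean change in the direction of the sign was 0.62 ± 0.02 at high MOI and 0.66 ± 0.02 at low MOI (log2, SD, n = 3) in the high-coverage screens, a ratio of 0.939. The exact two-sided permutation test gave p = 0.1, which is the smallest that 3 against 3 allows. Leaving out each D number in turn gave ratios of 0.916 to 0.959. The low-coverage libraries shared deviations with the high-coverage libraries of the same MOI, so the choice of genes was not independent of them. This sharing was not equal in the 2 arms. The median slope of low-coverage on high-coverage deviations was 0.831 at low MOI and 0.757 at high MOI. The ratio therefore does not decide whether MOI altered the averaged effect.

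The next comparison asked whether coverage altered the changes of single genes. At low MOI IL2RA differed between low and high coverage by 0.10 (-0.57 to 0.77), MED12 by -0.09 (-0.62 to 0.44), CBFB by -0.03 (-0.34 to 0.29) and FOXK1 by 0.24 (-0.08 to 0.56). At high MOI ETS1 differed by 0.36 (-0.21 to 0.94) and JAK3 by 0.56 (-0.35 to 1.47). These intervals do not use the pairs of high- and low-coverage libraries; with the pairs the SE of each of these 6 genes was smaller, and none of them passed. The effect averaged over 162 genes chosen in the high-MOI screens was 0.42 ± 0.02 at low coverage and 0.42 ± 0.00 at high coverage, a ratio of 0.999 (exact two-sided permutation p = 0.9, n = 3 each).

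By edgeR 0 genes differed by coverage at low MOI, with 6 at an unadjusted p under 0.05, and 0 at high MOI, with 23, where 67.4 would fall there by chance in each; DESeq2 also gave 0 and 0. High- and low-coverage libraries of the same MOI, bin and D number deviated together, with correlations of 0.424 to 0.708 in 24 of 24 pairs. With these pairs as a block, chosen after the correlation was seen, 85 genes at low MOI and 97 at high MOI had an unadjusted p under 0.05, and 0 and 1 passed. The 1 gene, named after its values were seen, was GATA2, a factor of haematopoietic stem cells and mast cells, whose change was higher at low coverage by 0.71 (SE 0.15, adjusted p = 0.0133 with the block and 0.6487 without, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). Among the high- and low-coverage low-MOI screens 53 called genes were shared, and part of that overlap and of the correlation of 0.915 (rank correlation 0.714) across genes, which are not independent replicates, may come from shared material.

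Guides that target nothing gave the noise of each design. The SD over 593 non-targeting guides of the log2 ratio Q4 over Q1 was 0.351 ± 0.041 in the high-coverage low-MOI screen, 0.280 ± 0.039 at high coverage and high MOI, 0.495 ± 0.088 at low coverage and low MOI and 0.439 ± 0.046 at low coverage and high MOI (SD over D1 to D3, n = 3). Low coverage gave 1.41 times the SD at low MOI (exact two-sided permutation p = 0.2) and 1.57 times at high MOI, where every low-coverage value exceeded every high-coverage value (p = 0.1 by the same exact test, the smallest that 3 against 3 allows). High MOI gave 0.796 times the SD at high coverage (exact p = 0.2) and 0.887 times at low coverage (exact p = 0.4). Low coverage had the larger SD in 3 of 3 pairs of the same D number at each MOI, and high MOI the smaller SD in 3 of 3 D numbers at each coverage, which these tests do not use. After Benjamini-Hochberg adjustment over these 4 tests the values were 0.267, 0.267, 0.267 and 0.4. Counting of reads alone would give an SD of 0.032 to 0.039, and the measured SD was 7.99 to 15.6 times as large, so read depth was not what limited precision.

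**Figure D4:**
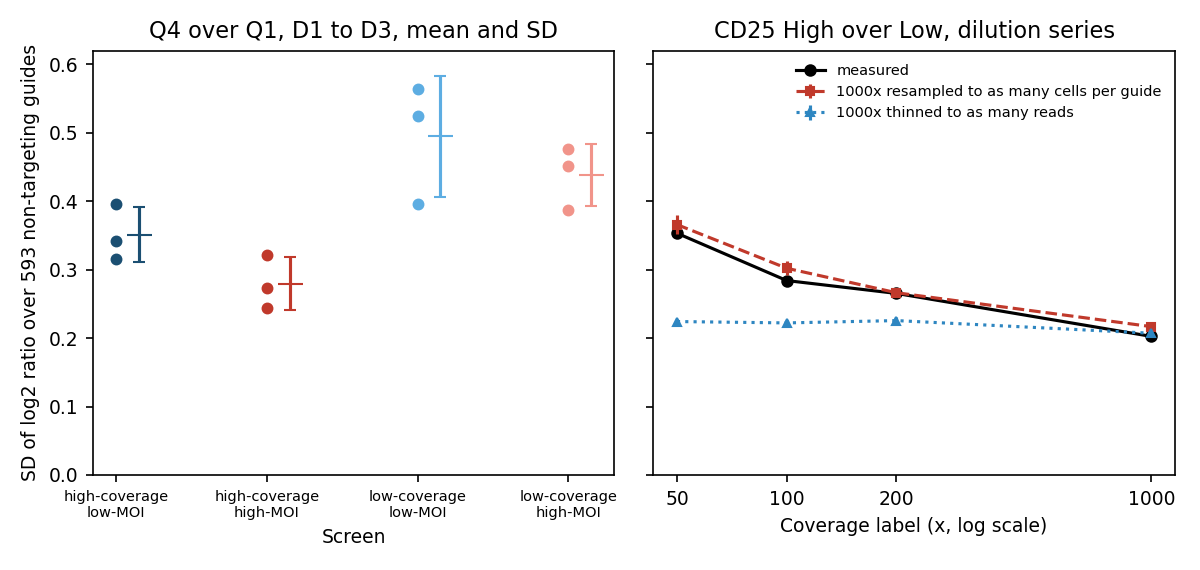
SD over 593 non-targeting guides of the log2 ratio Q4 over Q1 in the 4 screens (left; points are D1 to D3, bars the mean and SD) and of CD25 High over CD25 Low in the dilution series (right; coverage on a log scale, 1 library per side). On the right, black is measured, red squares are the 1000x libraries resampled to as many cells per guide and blue triangles the 1000x libraries thinned to as many reads (means of 100 simulations, bars are their SD); the measured SD goes from 0.203 at 1000x to 0.353 at 50x.

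In the dilution series the labels do name the CD25 High and CD25 Low sides. Guides against MED12 stood at 3.25 (log2, High over Low) at 1000x, CBFB at 2.96, KLF2 at 2.12 and MYB at 1.82, and those against STAT5B stood at -2.21, STAT5A at -1.47, JAK3 at -1.35 and GATA3 at -1.33. Of the 77 genes that passed in the high-coverage low-MOI screen 76, 73, 75 and 75 had the same sign at 1000x, 200x, 100x and 50x. Across all 1349 genes, which are not independent replicates, the correlation with Q4 over Q1 of that screen was 0.767, 0.734, 0.716 and 0.682. With 1 library per side there is no replicate check, and no p-value is given.

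At lower coverage some leading genes kept similar values and others moved. MED12 stood at 3.37, 3.22 and 3.65 and STAT5B at -2.28, -2.32 and -2.46 at 200x, 100x and 50x, whereas between 1000x and 50x JAK3 went from -1.35 to -1.95, ETS1 from -0.76 to -1.20 and STAT5A from -1.47 to -1.07. Log2 ratios correlated with those at 1000x with r = 0.925, 0.892 and 0.842 across genes (rank correlations 0.738, 0.653 and 0.597), and the SD over non-targeting guides was 0.203 at 1000x, 0.265 at 200x, 0.284 at 100x and 0.353 at 50x (bootstrap SE over guides 0.007 to 0.012). IL2RA did not follow the screens: its 4 guides together stood at -0.49, -0.51, -0.89 and -0.42. One of them was higher in CD25 High at every coverage, at 0.83, 0.95, 0.39 and 1.07, and the other 3 together stood at -2.04, -2.14, -2.17 and -2.35.

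The last comparison set the GFP libraries, whose labels name no bin, against the plasmid library, to show which guides were gained or lost in the cells. With 1 plasmid library there is no test of this ratio, and SD is over the 6 GFP libraries. Among the highest, guides against TNFAIP3 stood at 0.41 ± 0.12 (log2, n = 6), FOXO1 at 0.41 ± 0.12 and AHR, the aryl hydrocarbon receptor, at 0.40 ± 0.18. Non-targeting guides had a median of 0.28 ± 0.03 in the same ratio, so these genes lay only slightly above guides that target nothing. The lowest were DUX4, a factor of the early embryo encoded in repeat arrays, at -3.02 ± 0.33, ZNF626, a zinc finger protein, at -2.93 ± 0.20, TUBB, a beta tubulin, at -2.72 ± 0.43, JAK3 at -2.53 ± 0.30, and HINFP, a regulator of histone genes, at -2.17 ± 0.33. Where the guides cut was not analysed here, so loss of guides against DUX4, ZNF626 and TUBB need not reflect loss of these genes alone. Each of these 8 genes had the stated sign in 6 of 6 libraries. Below -1 lay 24 genes, and 0 lay above 1.

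Genes that shifted cells between the bins included several whose guides were scarce in the GFP libraries. IL2RA guides stood at -1.60 ± 0.12, IL2RB at -1.76 ± 0.30 and STAT5B at -1.23 ± 0.13, whereas MED12 stood at 0.16 ± 0.16, CBFB at -0.38 ± 0.04 and MYB at -0.03 ± 0.14. The other 3 Mediator members lay lower, MED14 at -0.81 ± 0.18, MED30 at -0.80 ± 0.14 and MED11 at -0.67 ± 0.12. The list medians were -0.73 for Mediator, -0.28 for growth and basal transcription and -0.27 for the IL-2 receptor and JAK-STAT list, at percentiles 0.05, 0 and 0 among 10000 random lists of the same size. SAGA and TFIID members had a median of 0.20 (percentile 99.9), growth restraint 0.10 (98.3), T cell lineage factors 0.05 (96.7) and factors of other lineages -0.07 (3.92). Medians of the remaining 7 lists lay between -0.18 and 0.01, at percentiles from 4.54 to 76.7. Non-targeting guides had a median of 0.28 ± 0.03 against -0.03 ± 0.00 over all genes. Even the highest list median, 0.20, thus lay below that of non-targeting guides. The percentiles rank the lists against other genes only, and a high one does not show a gain over non-targeting guides.

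**Figure D5:**
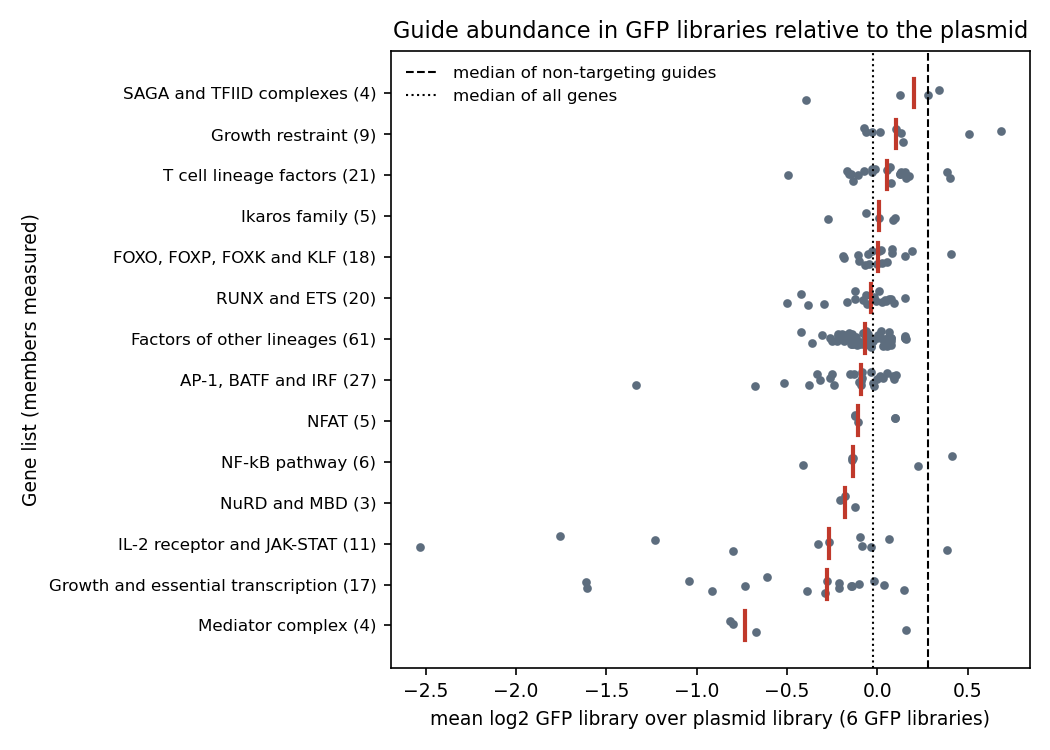
Mean log2 ratio of the GFP libraries over the plasmid library (x axis; 6 GFP libraries, 1 plasmid library) for the measured members of 14 gene lists, with each gene as a point and the list median as a red bar. The Mediator list has the lowest median, -0.73, and SAGA and TFIID the highest, 0.20; the dashed line is the median of non-targeting guides, 0.28, and the dotted line that of all genes, -0.03.

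Between high and low MOI the GFP libraries did not differ for any gene by edgeR's quasi-likelihood test, which gave 0 genes with 58 at an unadjusted p under 0.05. DESeq2 gave 1 gene, HINFP, named after its values were seen, whose guides were higher at high MOI by 0.55 (SE 0.16, adjusted p = 0.9168 by edgeR with Benjamini-Hochberg adjustment). JAK3 stood at -2.66 ± 0.30 at low MOI and -2.40 ± 0.30 at high MOI (n = 3 each).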

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

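Of the tests in this part, those on the guide against IL2RA, on a batch shared by a D number, on the read totals at 50x and 200x, and on other splits of the samples were chosen only after the result was seen.

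A single guide against IL2RA went one way in the screens and the other way in the dilution series. In the screens it was lower in Q4 than in Q1, by -4.59 on average (log2, SD 0.70), in 12 of 12 pairs of libraries, and in the dilution series it was higher in CD25 High, at 0.83 at 1000x. This difference was not tested, since the dilution series has 1 library per side. Among the 308 guides of the 77 genes called in the high-coverage low-MOI screen, 20 opposed their gene at 1000x and 1, this guide, did so by as much. Amplification of 1 library is argued against, because the guide was also higher in CD25 High at 200x, 100x and 50x, with a lowest value of 0.39. A guide without effect on CD25 is argued against by its -4.59 in the screens. Extra cells carrying this guide in the cultures of the dilution series stay open: its level over the plasmid was 4.15 times that in the screens, but another IL2RA guide reached 4.23 and the lowest of the other 3 was 0.61. No biological explanation was tested.

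The spread of non-targeting guides in the dilution series grew from 0.203 at 1000x to 0.353 at 50x. Fewer reads as a part of this stay open. Thinning the 1000x libraries to the reads at 50x raised their SD from 0.203 to 0.224, which is 0.635 of the SD at 50x. The bound set for this share lay below what the libraries gave before thinning, so this test could not exclude fewer reads as a part. Thinning to the reads at 200x and 100x gave 0.226 and 0.222, against 0.265 and 0.284 measured. These values argue against fewer reads as the whole of the growth. Fewer reads are argued against for the growth from 200x to 50x, where the SD was 1.33 times as large. There were 2.72 and 2.58 M reads at 50x against 2.52 and 2.39 M at 200x. Fewer cells per guide may account for the growth, as the SD at 50x was 0.966 of that of the 1000x libraries resampled to 50 cells per guide. This assumes that the coverage label counts cells per guide, and there is 1 library per side. No biological explanation was tested.

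High- and low-coverage libraries of the same MOI, bin and D number deviated together from their group means. A batch shared by all libraries of a D number across both MOIs is argued against. Libraries of the same D number and bin but different MOI had a median correlation of 0.037. A batch shared only within 1 MOI stays open, as this test does not reach it. Different bins of 1 screen correlated at 0.025 to 0.609 (median 0.236) for the same D number, against a median of -0.117 for other numbers. Low-coverage libraries drawn from the same cells as the high-coverage libraries are a candidate explanation, with a median slope of low-coverage on high-coverage deviations of 0.811 over 24 pairs (lowest 0.716), a test set down before the slope but after the correlations were seen. The bound was 0.8, and the median was 0.831 at low MOI, where 1 of 12 pairs lay below it, and 0.757 at high MOI, where 8 of 12 did, so at high MOI the explanation stays open. If low-coverage libraries do come from the same cells, overlaps between high and low coverage at the same MOI are not between independent experiments. No biological explanation was tested.

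Other splits of 3 against 3 samples cannot give a share under 0.1, since there are 10 of them. In the 4 screens the real split of Q1 and Q4 gave 77, 91, 64 and 63 genes by edgeR, and the highest other split gave 0, 0, 0 and 2, so that 1 of 10 splits was as large in each. For the differences by MOI at high and low coverage, by coverage at low and high MOI, and for the GFP libraries, the real split gave 0 by edgeR, with 75, 79, 6, 23 and 58 genes at an unadjusted p under 0.05 and 0, 3, 0, 0 and 1 by DESeq2. The highest other split gave 1, 1, 6, 4 and 0, and 10 of 10 were as large in each, which a real count of 0 fixes beforehand, so these 5 counts test nothing. The splits with 6 and 4 genes kept both libraries of a D number on 1 side, which points to a structure of the samples, and gave 40 and 20 genes with the D number as a block. The other splits by coverage that part every pair, as the real one does, gave 0 by edgeR.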

How the results depend on the processing

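The pairing of high and low coverage, the estimated correlation of the gene lists and the values without 1 IL2RA guide are tests that were chosen only after the data were seen. With the D number as a block, a hint from the data that Q1 and Q4 of a number belong together, the screens gave 147, 162, 82 and 110 genes in place of 77, 91, 64 and 63, and MOI at low coverage gave 5 in place of 0. At an unadjusted p under 0.05 MOI then gave 172 and 126 genes at high and low coverage. Of 148 sets of non-targeting guides, 19 and 16 then also had an unadjusted p under 0.05, against 3 and 9 without the block. At low coverage 1 set passed beside the 5 genes. These larger counts by MOI are therefore not by themselves evidence of an effect of MOI. In the screens the block also called 6, 9, 3 and 8 of the sets, against 0, 3, 0 and 3 without it. Even without the block 11, 17, 13 and 18 of the sets had an unadjusted p under 0.05 in the screens. With the block and an estimated correlation the lists passed in 8 of 56 tests, all of them IL-2 receptor and JAK-STAT or Mediator: SAGA and TFIID had 0.0713 at high coverage and low MOI, and the FOXO, FOXP, FOXK and KLF list 0.0713 and 0.0677 at low MOI. Each Q1 library correlated best with the Q4 library of its own number, in 3 of 3 numbers of every screen. With high and low coverage paired, coverage at high MOI gave 1 gene, and coverage at low MOI 0 as before, with 85 at an unadjusted p under 0.05.

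The fry test gave 36 genes at low coverage and low MOI. DESeq2 gave 3 for MOI at low coverage and 1 for the GFP libraries, where edgeR gave 0 each with 79 and 58 at an unadjusted p under 0.05. Leaving out each D number in turn gave 48 to 54, 62 to 69, 29 to 43 and 35 to 52 genes in the 4 screens and 0 to 0 for the 5 differences. It gave SDs of non-targeting guides of 0.329 to 0.369, 0.259 to 0.297, 0.46 to 0.544 and 0.42 to 0.464, and ratios of averaged effects of 0.916 to 0.959 by MOI and 0.980 to 1.02 by coverage.

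In the dilution series the median of guides gave IL2RA -1.85, -2.09, -1.86 and -2.53 at 1000x, 200x, 100x and 50x, and correlations with 1000x of 0.898, 0.863 and 0.804. Without the opposing guide IL2RA stood at -2.04, -2.14, -2.17 and -2.35. With an estimated correlation 10 of 56 list tests passed in place of 21. Of the 173 calls of named genes in the screens, fry lost 49, the runs without D1, D2 and D3 lost 38, 43 and 43, only Q1 and Q4 lost 15, non-targeting normalization 10, DESeq2 1 and the trend 1; 0 reversed. No filter, and only guides with 10 or more CPM, removed nothing and so test nothing. Sequencing runs at 1000x could not be taken alone, as each side has 1 pooled column.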

Other observations

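All values in this part were singled out after they were seen, and the exact permutation tests on EGFP guides are tests chosen only after the result was seen.

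Genes beyond those named by rule also passed in all 4 screens. PTPRC, which encodes the CD45 phosphatase, rose by 0.54, 0.53, 0.42 and 0.64 (log2) at high coverage with low and high MOI and at low coverage with low and high MOI, and SATB1, a chromatin organiser of T cells, by 0.64, 0.70, 0.59 and 0.62. GFI1, a zinc finger repressor, fell by 0.67, 0.55, 0.52 and 0.50, and CIC, a repressor downstream of receptor tyrosine kinases, fell by 0.51, 0.56, 0.39 and 0.58. ZNF236 fell by 0.62, 0.50, 0.60 and 0.51, DDX39B, an RNA helicase, by 0.44, 0.53, 0.55 and 0.48, and TCF12, an E protein, by 0.37, 0.31, 0.38 and 0.46. In the 1000x dilution libraries PTPRC stood at 0.63, SATB1 at 1.05, GFI1 at -0.83 and CIC at -0.85.

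Guides against EGFP were scarce in cells. They took 2034 CPM in the plasmid library, 497 ± 24.4 CPM in the GFP libraries at low MOI and 620 ± 62.1 CPM at high MOI (n = 3 each), or -2.03 ± 0.07 and -1.72 ± 0.14 on the log2 scale over the plasmid (exact permutation p = 0.1, the smallest possible). All 13 guides were below the plasmid at both MOIs. The bin libraries gave -2.01 ± 0.09 and -1.68 ± 0.14 at high coverage and -2.11 ± 0.16 and -1.72 ± 0.05 at low coverage, for low and high MOI (exact permutation p = 0.1 for each coverage). In the dilution series, at 1000x, they took 779 CPM in CD25 High and 883 CPM in CD25 Low. No explanation was tested.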
